A study of Homo sapiens with 6 samples. Its data were reported in "Novel 3D Liquid Cell Culture Method for Anchorage-independent Cell Growth, Cell Imaging and Automated Drug Screening" (2018).

How the data were processed

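Cultures of A549 cells in medium with serum were kept on attachment plates for 7 days, with 0.03% (w/v) LA717 or with water. Total RNA was extracted with a silica column kit, and 3 samples per group were analysed on GeneChip Human Gene 2.0 ST arrays according to the study's methods. The labels name a labelling kit of another array type, and which kit was used was not settled here. The deposited table holds 1 log2 expression value per probe set and array, which the authors made with Affymetrix Expression Console. The summarisation and normalization method and the software version are not given in the sources used here. The values were taken as log2 from their range and used as deposited, with no further normalization and no pseudocount. No genome build is stated for them, so no coordinates are given.

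Groups and replicate numbers came from the sample titles. All 6 arrays entered each fit, 3 per group. Control probe sets of the array are not marked in the tables used, so none was left out, although the planned design excluded them. All 53617 probe sets were tested. Gene names came from the platform annotation, with symbols compared with NCBI RefSeq (GRCh38.p14) through Entrez gene identifiers. Probe sets without a name in that annotation (37519) were counted but not named, and 1317 probe sets repeated the 6 values of another probe set.

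The difference LA717 minus control was fitted per probe set with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over all probe sets, threshold 0.05). The study's methods selected genes by a change of at least 2-fold and name no test for the arrays, so the number of probe sets at that size is given beside the tested one, with the number whose moderated 95% interval lay within 2-fold. No block was used. For gene lists, each gene was represented by its probe set with the highest mean over all 6 arrays (14884 genes), and lists with at least 5 measured members were tested against all other genes with limma's camera at a preset correlation of 0.01, adjusted over lists. Of 41 lists, 35 were tested, and 6 were measured in too few members. An array's list score was the mean log2 intensity of the members. The distance between arrays was the root mean square log2 difference over all probe sets. Medians of lists were set against those of 10000 random lists of the same size matched on mean intensity in 20 bins.

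The genes named were fixed by a rule: genes with a 2-fold probe set or past the adjusted p (none), the 8 highest and 8 lowest differences among probe sets that name 1 gene, have a mean at or above the median of all probe sets and groups that do not overlap, the 3 CEACAM genes measured by PCR in the study, and for each list described, up to 4 members with the greatest difference in size. The groups, tests, gene lists, naming rule and most alternatives were fixed before the data were examined. The limma and camera steps were tested on simulated data with the means and spread of these arrays. In 53617 simulated probe sets, with 50 changed at each of 4 fold sizes, there were 8 false calls, and 0 calls were made when nothing changed. A simulated shift of 0.15 in a list of 21 genes was found with a camera adjusted p of 0.0207, where the simulated genes were independent.

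Alternatives were an intensity trend and robust variance in eBayes, array quality weights, the replicate number as a block, quantile normalization, median centring, leaving out dim probe sets or those without a gene name, leaving out each array, other definitions and a 1.5-fold threshold for the fold change, an estimated correlation, ranks and fry for lists, and the mean of a gene's probe sets. Counting equal-valued probe sets once and testing lists over protein-coding genes were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Spheroid cultures on low-attachment plates were not analysed here.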

Results

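Gene expression was measured in A549 cells, an established human lung adenocarcinoma line, after 7 days of 2D culture on attachment plates. In the LA717 group the medium held 0.03% (w/v) LA717, a low-molecular-weight agar that keeps cells dispersed in liquid medium, and in the control group it held Milli-Q water in its place. Each group had 3 arrays. Every array gave a log2 intensity for 53617 probe sets, of which 16098 named 1 gene (14884 genes in all), 0 named several and 37519 named none in the annotation used here. The 6 arrays had nearly equal distributions, with medians between 3.19 and 3.23 (log2 intensity), and pairs of arrays correlated with r between 0.9899 and 0.9913 across probe sets. The number of arrays limits the precision of the values that follow. The labels describe 3 collections per condition and do not say that these were separate cultures. The study calls its arrays of 2D and spheroid cultures independent experiments, without naming 2D culture with LA717, so the p-values are read as measuring the spread between these samples. On the LA717 arrays 1 label names low-attachment plates, whereas the titles, descriptions and treatment protocol of the same arrays name attachment plates.

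The comparison of LA717 with control asks whether the agar itself alters transcription in cells that stay attached. Each probe set that named a gene differed between the group means by less than 2-fold, and for 99.58% of them (16030 of 16098) the 95% interval of the difference excluded a 2-fold change in either direction. Of the 16098, 11627 had a mean at or above the median of all probe sets. The values carry no measure of signal over background, so a narrow interval on a dim probe set does not exclude a 2-fold change of the transcript. The genes that follow had a mean at or above the median of all probe sets (3.19, log2). Their 3 values in one group all lay above the 3 in the other. That median lies under the 4.62 of probe sets naming 1 gene, so some of these genes were dim, such as MIR3620 at 3.96 in control. The differences on the high side included EREG, which encodes the EGF receptor ligand epiregulin, with 7.11 ± 0.071 in control and 7.63 ± 0.18 with LA717 (log2 intensity, SD, n = 3). TMEM158 was at 4.35 ± 0.15 and 4.998 ± 0.18, the histone H3 kinase gene HASPIN at 5.71 ± 0.33 and 6.32 ± 0.14, and the transcription factor gene SIM2 at 5.90 ± 0.031 and 6.47 ± 0.13, in the same order. On the low side were TXNIP, encoding thioredoxin-interacting protein, with 6.51 ± 0.23 in control and 5.91 ± 0.21 with LA717, the xylosyltransferase gene GXYLT2 with 5.07 ± 0.088 and 4.48 ± 0.10, and PIP, encoding prolactin-induced protein, with 5.78 ± 0.25 and 5.05 ± 0.22. None of these differences passed the test.

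The log2 difference (LA717 minus control) with the greatest size among these genes was 0.91 (SE 0.19) for the microRNA gene MIR3620, a 1.87-fold difference, followed by −0.73 for both LOC285889, a long non-coding RNA, and PIP. The other differences on the high side were 0.65 for TMEM158, 0.61 for HASPIN, 0.58 for SIM2, 0.53 for EREG, 0.51 for ZNG1A, 0.51 for the immediate early gene EGR3 and 0.50 for C1QTNF9. Those on the low side were −0.64 for PRAMEF10, −0.61 for KLHL7-DT, −0.60 for MIR4468, −0.60 for TXNIP, −0.59 for GXYLT2 and −0.59 for the heparan sulfate sulfotransferase gene HS3ST6. Their limma adjusted p ran from 0.777 for SIM2 and GXYLT2 to 0.92 for EGR3 and C1QTNF9. The names of ZNG1A and LOC285889 each stood on 1 more probe set, which gave −0.21 and 0.03, a difference of opposite sign, and a second one for C1QTNF9 gave 0.03. Without control replicate 1 the difference for C1QTNF9 was 0.23.

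**Figure D1:**
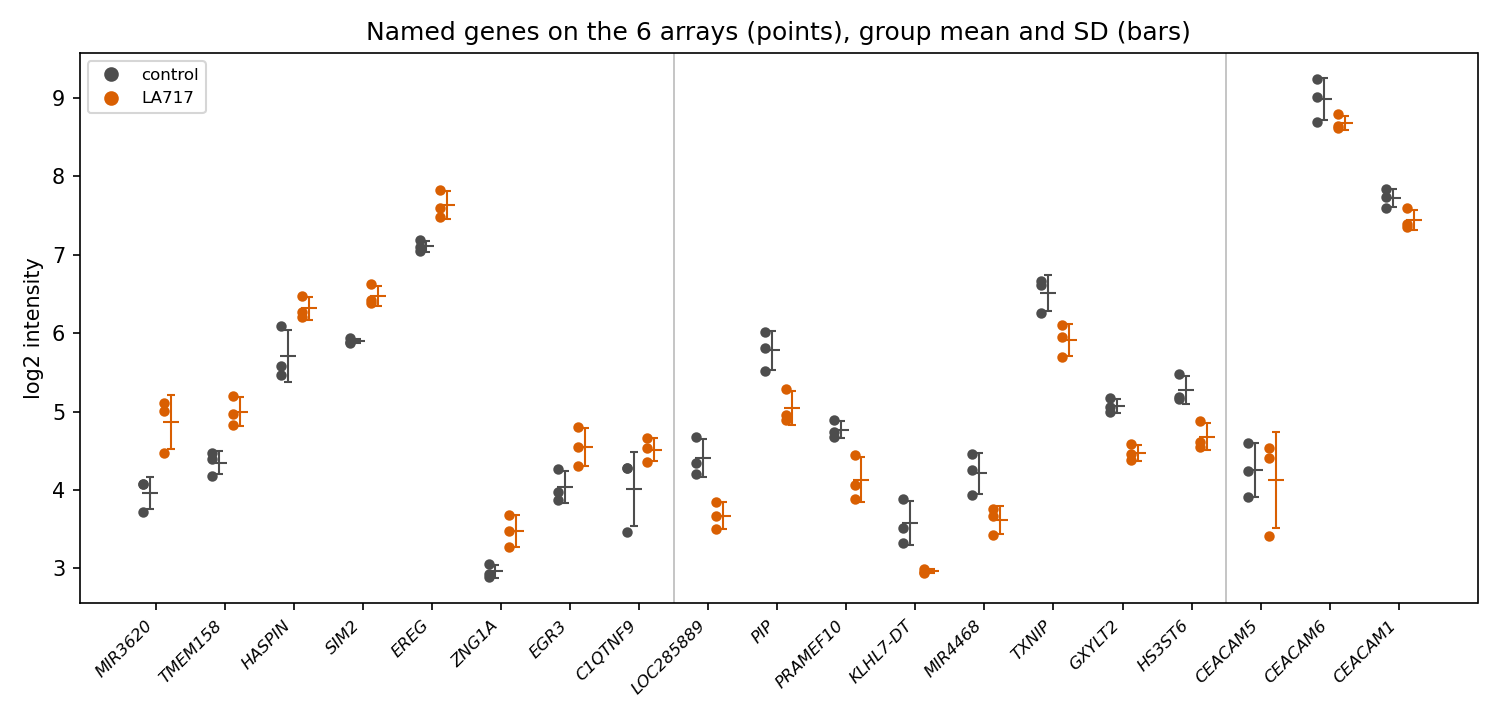
Log2 intensity of named genes (vertical axis) on the 3 control and 3 LA717 arrays, with each array as a point and the group mean with its SD as a bar; the left panel holds the 8 highest and the middle panel the 8 lowest differences, and the right panel the 3 CEACAM genes. For EREG the control arrays sit between 7.04 and 7.18 and the LA717 arrays between 7.48 and 7.83, whereas the CEACAM5 and CEACAM6 values of the groups overlap.

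Across all probe sets, 0 of 53617 changed at an adjusted p under 0.05 by limma, the lowest adjusted p being 0.485. At an unadjusted p under 0.05 there were 2845 probe sets, 1459 higher and 1386 lower with LA717, where 2681 would be reached by chance. The values of the groups did not overlap in 11.1% of probe sets, against 10% by chance, and the median log2 difference was 0.00035. In simulated arrays with the spread of these, limma recovered 100% of 50 probe sets changed 3-fold, 70% of 50 changed 2-fold and 20% of 50 changed 1.5-fold. The 4 fold sizes were simulated together, which eases the Benjamini-Hochberg threshold, so these shares overstate the recovery of a few changed probe sets. On the real arrays an unnamed probe set with a difference of 1.05 and an unadjusted limma p of 0.00014 had an adjusted p of 0.67. The 95% intervals held the simulated difference in 91% of the changed probe sets and in 95.2% of all.

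The adhesion molecule genes CEACAM1, CEACAM5 and CEACAM6 were slightly lower in the mean with LA717, and none passed the test. The study followed them by PCR in 2D culture against 3D culture with LA717, which is another comparison than the one made here. CEACAM6 was at 8.98 ± 0.27 in control and 8.68 ± 0.094 with LA717 (log2 intensity, SD, n = 3), a difference of −0.30 with a 95% interval from −0.64 to 0.04, and −0.17 without control replicate 1. CEACAM1 differed by −0.28 (interval −0.53 to −0.03) and CEACAM5 by −0.13 (interval −0.86 to 0.60), with limma adjusted p of 0.92 and 0.982. The sign for CEACAM5 turned without control replicate 1 (0.04) and without LA717 replicate 3 (0.22). Each of the 3 intervals excluded a 2-fold difference.

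Gene groups differed by small amounts. Of 35 lists of genes tested as groups, 5 were shifted higher and 3 lower with LA717 by limma's camera with its preset correlation, each by under 0.25 in its mean (log2). With an estimated correlation 0 of 35 passed, the lowest camera adjusted p being 0.475. The cytoplasmic ribosomal protein genes were higher in 44 of 52 members, with a median difference of 0.10, and their array scores did not overlap (7.085 ± 0.0074 in control and 7.181 ± 0.022 with LA717, SD, n = 3). Members with the greatest differences were RPL39L (0.46), RPL32 (−0.40, against the direction of the list), RPL39 (0.37, and 0.05 on its second probe set) and RPL22L1 (0.31). The hypoxia-induced genes were higher in 14 of 18 members, with a median of 0.10 and scores of 6.989 ± 0.0074 and 7.093 ± 0.042. BNIP3, a mitophagy receptor gene, gave 0.37 (SE 0.091), the mTORC1 inhibitor gene DDIT4 0.30, the lipid droplet gene HILPDA 0.30 and NDRG1 0.29. The camera adjusted p was 8.87e-07 for the ribosomal list and 0.00131 for the hypoxia list, and with an estimated correlation the adjusted p was 0.475 for both.

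Genes of cell division and of the amino acid response were also higher as groups, but with array scores that overlapped between the groups. All 21 mitotic genes had a positive difference, with a median of 0.17, among them KIF20A (0.36), CCNB2 (0.26), TTK (0.26) and BUB1 (0.26). These 4 depended on single arrays, running from 0.22 to 0.55, 0.16 to 0.37, 0.15 to 0.43 and 0.11 to 0.48 with each array left out. Of 21 DNA replication genes 19 had one, with a median of 0.18, and MCM10 and the licensing factor gene CDT1 stood at 0.40 (SE 0.14) and 0.33 (SE 0.11). The mitosis score of control replicate 3 (7.231) lay above those of LA717 replicates 1 (6.894) and 2 (7.111). In the amino acid response (ATF4) list 12 of 19 genes were positive, with STC2 at 0.53, asparagine synthetase ASNS at 0.35 and the serine synthesis gene PHGDH at 0.32. Without LA717 replicate 3 ASNS stood at 0.13 and PHGDH at 0.11. The camera adjusted p was 0.000488 for mitosis, 3.53e-05 for DNA replication and 0.0384 for the amino acid response, and with an estimated correlation the adjusted p was 0.728 for each. The estimated correlations were 0.88, 0.704 and 0.486 in the same order, far above the preset 0.01 behind the smaller p-values. The mitosis call was lost without control replicate 1 (camera adjusted p = 0.0573), control replicate 2 (0.189) or LA717 replicate 3 (0.281), and the mean of the list, 0.167, ran from 0.0626 without LA717 replicate 3 to 0.312 without control replicate 3. The mean of the DNA replication list, 0.162, ran from 0.0947 to 0.252 without the same 2 arrays, and its call was kept without any 1 array. The amino acid response call was lost without control replicate 2 (camera adjusted p = 0.384) or LA717 replicate 3 (0.979), where its mean went from 0.11 to 0.014, and also with camera on ranks (0.0963) and with the mean of all probe sets of a gene (0.0661). Without LA717 replicate 1 the mean of that list rose to 0.201.

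Lower as groups were the liver-type secreted protein genes, several of which A549 cells make, and both lists of genes that the study ranked at the extremes of spheroid culture. In the first the greatest differences were those of 2 fibrinogen chain genes, FGG at 9.07 ± 0.034 in control and 8.69 ± 0.098 with LA717 and FGB at 10.00 ± 0.075 and 9.64 ± 0.10 (log2 intensity, SD, n = 3). They were followed by AMBP at −0.29 (SE 0.15), with groups that overlapped and −0.12 without LA717 replicate 1, and by the third chain gene, FGA, at 10.74 ± 0.11 and 10.46 ± 0.082. In this list 13 of 16 genes were negative, with a median of −0.11. Of the 20 genes ranked highest in spheroids 10 were measured, and 9 of these were negative (median −0.22), with AGR3 at −0.55 (−0.30 without LA717 replicate 3), KRT20 at −0.50 and the lysozyme gene LYZ at −0.34 (−0.11 on its second probe set). Of the 20 ranked lowest 13 were measured, and 11 of these were negative (median −0.07, mean −0.16), with HS3ST6 at −0.59, FGG at −0.38 and the Wnt inhibitor gene DKK1 at −0.27. The camera adjusted p was 0.00131 for the secreted proteins, 0.00407 for the highest and 0.00131 for the lowest in spheroids, and with an estimated correlation the adjusted p was 0.564, 0.475 and 0.475. The study chose the spheroid lists from its own comparison with 2D culture, so they are not independent evidence of a direction.

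**Figure D2:**
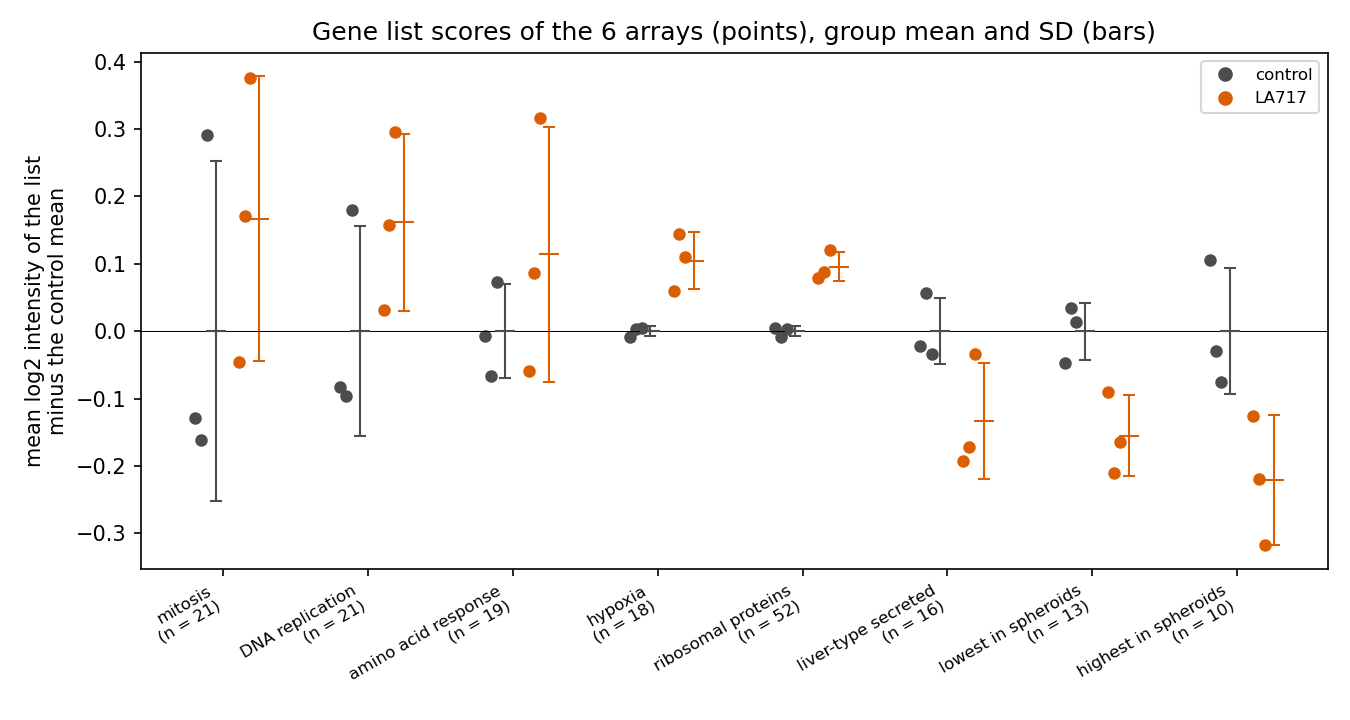
Mean log2 intensity of the members of the 8 shifted gene lists, minus the control mean (vertical axis), on the 3 control and 3 LA717 arrays, with each array as a point and the group mean with its SD as a bar. The groups do not overlap for the hypoxia, ribosomal protein, secreted protein and both spheroid lists, and they overlap for mitosis, DNA replication and the amino acid response. The secreted protein scores nearly touch, at 5.3847 for control replicate 3 and 5.3843 for LA717 replicate 3 before subtraction. Of the 35 lists tested, 6 had groups that did not overlap, where 10% would by chance.

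Within these 8 lists 0 genes passed adjustment over all probe sets tested by limma, where 26 list memberships had an unadjusted p under 0.05. With p adjusted over the list alone, 2 genes passed among the secreted proteins (FGG and FGB), 2 among the genes lowest in spheroids (HS3ST6 and FGG) and 0 in each of the other 6. By fry, which tests whether a list's genes move one way without comparison to other genes, 0 of 35 lists passed after adjustment, the lowest adjusted p being 0.12 for the ribosomal proteins.

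The other 27 lists were not shifted, with medians between −0.12 and 0.047 and camera adjusted p between 0.0631 and 0.934. The small Cajal body RNA genes (23 genes, median 0.04, camera adjusted p = 0.0888, and 0.728 with an estimated correlation) passed without control replicate 1, control replicate 3 or LA717 replicate 3. Focal adhesion genes, with no integrin gene among those measured, had a median of −0.02 (11 genes, camera adjusted p = 0.678), cell-cell junction genes −0.03 (24 genes, 0.304) and YAP and TAZ target genes 0.04 (15 genes, 0.934). Genes of galactose metabolism with the lectin genes ASGR1 and ASGR2, relevant because agar is a galactose polymer, had a median of −0.02 (9 genes, 0.678), and osmotic stress genes −0.12 (7 genes, 0.304). Markers of other cell types also stayed unshifted, with camera adjusted p of 0.898 for fibroblast, 0.678 for leukocyte, 0.893 for endothelial and 0.89 for neural genes. Many of these genes were dim, with control scores of 3.91, 4.73, 3.24 and 4.18 in the same order. Others, such as CD68 at 8.68 in control, were bright here, so this is a weak check. Median and mean differed in sign for 5 lists, those of NRF2 targets, alveolar and airway epithelium, fibroblast markers, NF-kappaB inflammation and YAP targets.

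At least 2-fold differences were found in 87 probe sets (0.162% of all), 50 higher and 37 lower with LA717. Of these 0 named a gene and 0 also passed an adjusted p under 0.05 by limma. They ranged from −1.6 to 1.82 (log2), and the groups did not overlap in 47 of them. These probe sets were selected by a large difference, which makes such separation frequent in itself and no evidence of a reproducible change. Leaving out 1 array moved their number by more than 1.5 times in 4 cases, to 133 without control replicate 2, 131 without control replicate 3, 145 without LA717 replicate 1 and 156 without LA717 replicate 3.

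**Figure D3:**
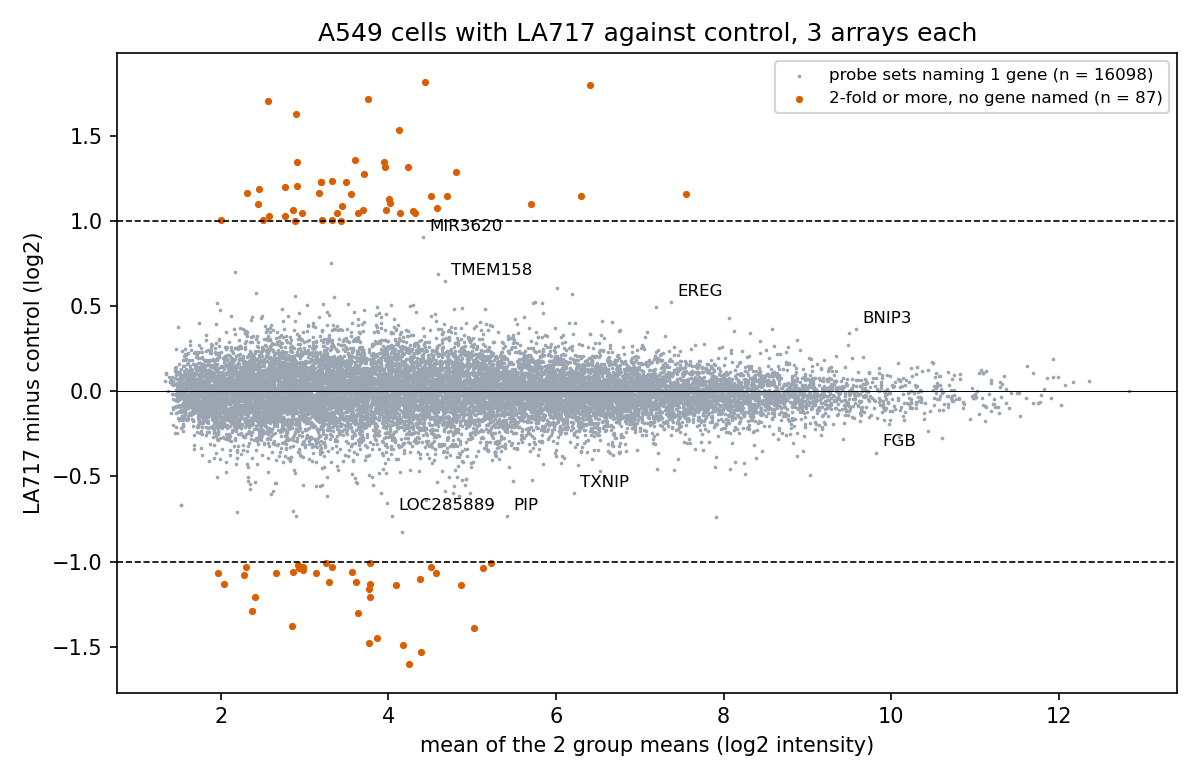
Difference between the group means (LA717 minus control, log2, vertical axis) against the mean of the group means (log2 intensity, horizontal axis), with each grey point a probe set that names 1 gene (n = 16098) and each orange point a probe set changed at least 2-fold (n = 87). Dashed lines mark a 2-fold difference. All orange points lack a gene name, and no grey point reaches the lines.

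Arrays of different groups lay hardly farther apart than arrays of the same group. The root mean square difference over all probe sets averaged 0.3047 (log2) between groups and 0.3035 within groups, a difference of 0.00122. By an exact one-sided permutation test over the 10 splits of 6 arrays into 3 and 3, p was 0.3, where the smallest p this design allows is 0.1.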

Values the study reported

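Over 39130 genes examined, the study reported 3 genes changed more than 2-fold between 2D cultures with and without LA717. With and without LA717 in 3D culture, it reported 72 such genes. Between 2D and 3D culture it gave 436 genes without LA717 and 725 with it.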

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

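The count of probe sets at adjusted p under 0.05 by limma was 0 under all 15 alternatives. The number changed at least 2-fold was 57 without dim probe sets and 0 among probe sets naming 1 gene, both by construction smaller sets, 619 at a 1.5-fold threshold, and 126 to 156 with each array left out. The number with an interval within 2-fold was 25812 without dim probe sets and 16057 among those naming 1 gene, which are again smaller sets, and 51225 to 51328 with each array left out. The number of shifted lists was 0 with an estimated correlation and 0 by fry, and 7 to 9 under the others. The distance between groups minus that within groups ran from −0.00219 to 0.00538 with each array left out, below 0 without any 1 of the control arrays. Each fit with an array left out gave more 2-fold probe sets and fewer intervals within 2-fold than the full fit. Such a fit has fewer arrays in 1 group, which by design enlarges the error of the difference. Apart from this and the smaller sets named, the cause of these changes was not tested. Of 678 values of named genes under alternatives, 674 kept their sign and 0 passed adjustment by limma. The 8 highest and 8 lowest genes were chosen with groups that do not overlap, so leaving out 1 array could not turn their sign. An intensity trend or robust variance in eBayes and the block left each difference itself unchanged. The kept signs therefore say little about stability. CEACAM5 ran from −0.34 to 0.22 with each array left out, and a second probe set gave −0.21 for ZNG1A and 0.0344 for LOC285889. Of 128 values of the 8 lists, 0 changed sign and 23 lost the call, 16 of them with the estimated correlation or fry. Arrays with the same number deviated together only weakly (correlations of 0.024, 0.015 and 0.033), so the numbers were not taken as pairs, although each array correlated best with its own number, a hint from the data and not the design. With the replicate number as a block 0 probe sets passed, 87 were at least 2-fold, 52098 had an interval within 2-fold and 8 lists were shifted. Equal-valued probe sets counted once (86 at least 2-fold) and protein-coding genes (8 lists) were chosen after seeing the data. Dim probe sets limit what could be seen, since the values carry no measure of signal over background.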

Other observations

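Among lists not described above, interferon-induced genes were lower in 15 of 24 members, with a median of −0.07, HERC5 at −0.47 and IFI44 at −0.45. The list did not pass the threshold (camera adjusted p = 0.0631, and adjusted p = 0.564 with an estimated correlation), and its array scores did not overlap between the groups (4.853 ± 0.060 in control and 4.761 ± 0.028 with LA717, SD, n = 3). It passed without dim probe sets, without control replicate 2 and without LA717 replicate 2. Extracellular matrix genes went both ways, with a median of −0.0016 over 17 genes and a camera adjusted p of 0.905. The proteoglycan gene VCAN stood at −0.42 (SE 0.082), the 1 member that passed limma with p adjusted over the list alone (0.0198), FBN2 was at −0.37, and the lysyl oxidase family gene LOXL2 was at 0.27.

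At least 2-fold differences were found here in 87 of 53617 probe sets, 0 of which named a gene. The count quoted from the study above was of genes and made over another set of features. The 87 probe sets exceed it, while the 0 that name a gene fall below it, so neither is a like count.

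The tests of proliferation in the following paragraphs were chosen only after the results were seen, and the others before. The first pattern is the label that names low-attachment plates for the LA717 arrays. Had those cells grown as spheroids, genes that the study ranked highest in spheroids would stand at 1 or more and the lowest at −1 or less. Their medians over the 10 and 13 of 20 genes measured were −0.216 and −0.070, with a spread of at most 0.096 between arrays and with the highest member of the first list at 0.12, which argues against spheroid culture on these arrays. A wording error in that label is consistent with these values and stays a hypothesis.

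The second pattern is the small shift of gene groups, which 1 split of the 10 reached with 8 lists, the highest other split giving 5; with 10 splits the share cannot fall under 0.05. A brightness-dependent difference is argued against for the higher lists, since 5 of 5 lay outside matched random lists, and stays open for the lower ones, of which 2 of 3 did, the exception being the genes lowest in spheroids. Leaving out 1 array took 2 of the 5 higher lists (mitosis and the amino acid response, without LA717 replicate 3) under 0.5 of their mean and 0 of the 3 lower lists. The mitosis and DNA replication differences were 0.72 and 1.1 times the pooled SD within groups, so a spread of proliferation between arrays could account for them. That SD ignores the replicate numbers. Between arrays of the same number the mitosis score was higher with LA717 each time (6.811 and 6.894, 6.779 and 7.111, 7.231 and 7.316, control first). The same held for the DNA replication score, which ranked the arrays in the same order as the mitosis score and so adds no separate evidence. The design does not pair the numbers, and 3 differences in 1 direction are weak evidence. Whether such a spread accounts for these 2 lists stays open. For the ribosomal and hypoxia lists it is argued against. Their within-group slopes on the mitosis score were 0.049 (SE 0.029) and 0.059 (SE 0.067), where 0.57 and 0.63 would be needed. For the ribosomal and hypoxia lists and the secreted proteins a response to LA717, or a difference in cell density or medium between the cultures, stays open and untested, since density was not measured on these arrays' cultures and the study's growth assay, which found no effect of LA717 in 2D culture, ran for a shorter time.

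The third pattern is the absence of gene names among the 2-fold probe sets. The spread between replicate arrays with no difference between the groups would alone give 99.2 such probe sets where 87 were found, so replicate spread may account for their number. Of the 10 splits, 6 gave as many, and the highest other split gave 100, while for the adjusted p the 0 found is reached by all 10 by necessity (highest other 1), which decides nothing; 10 splits cannot give a share under 0.05. The median SD within groups of unnamed probe sets was 1.21 times that of named ones, and the spread alone would give 4.69 named probe sets where 0 were found, which leaves open whether their larger spread explains the missing names. The 3575 probe sets whose identifiers precede the first named one may include array controls. They had a median SD of 0.336 and held 31 of the 87. The other 33944 unnamed ones, where controls are not marked either, had 0.147, near the 0.129 of named ones, and held 56. The spread alone would give 41.6 and 52.9 in the same order, so replicate spread may account for the number in each class.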
